A study of Homo sapiens with 3 samples. Its data were reported in "A Network of microRNAs Acts to Promote Cell Cycle Exit and Differentiation of Human Pancreatic Endocrine Cells" (2019).

How the data were processed

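RNA sequencing had been carried out on 3 libraries of human cadaveric islets, which are the clusters of hormone-producing cells of the pancreas taken from organ donors. The labels put all 3 libraries in 1 group, named here islet replicate 1, 2 and 3 after the numbers in the labels, and describe them as a mixture of alpha, beta, delta and PP cells. The labels do not say whether each replicate came from a different donor. The methods of the study list several donors for its RNA-seq and ATAC-seq together, without saying which donor gave which library. They also report a minimum purity of the islets and picking by hand on receipt. Per the labels, RNA was purified by column, poly(A)-selected, fragmented, turned into complementary DNA, ligated to adaptors and amplified by PCR. The study compared such islets with pancreatic endoderm (PE) cells made from human embryonic stem cells; PE libraries were not analysed here, so no difference between islets and PE is given.

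The values are FPKM, which are fragment numbers scaled by transcript length and by the mapped reads of the library, computed by the authors, with 1 value per gene locus and library in the deposited table. According to the methods of the study, single-end reads were aligned with STAR 2.4.0f1 to the UCSC human transcriptome of hg19 (GRCh37), with a limited number of mismatches and only unique alignments, and Cufflinks was run on exactly matching reads. The version of Cufflinks is not given in the sources used here, nor is any scaling of libraries to one another. Unique alignment leaves out reads that fit several places equally well, so genes with near-identical copies are read low or unevenly, and their values are uncertain. FPKM is relative within a library, so a gene that takes a large share of the reads lowers the values of the rest.

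The table held 24937 loci. Of these, 1292 (5.18%) lay on haplotype or unplaced contigs, were at 0 in every library and were left out. The remaining 23645 loci carried 23262 symbols, and 693 of them had a symbol with several chromosome loci; a listed gene took its locus with the highest mean. By symbol and chromosome, 83.3% of the loci matched GENCODE release 44 lifted to GRCh37, which gave strand, exon number and transcript length. Starts in the table were counted from 0: the start plus 1 equalled an annotated transcript start in 8558 loci, against 1003 for the start itself. Coordinates are given from 1, on hg19. No pair of libraries shared a value above 0.

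FPKM gives no read counts, but the lowest values of intronless genes fall on steps of whole reads, and the depth of a library follows from the step and the gene length less 200 bases. Intronless protein-coding genes over 800 bases long and below 0.3 FPKM gave 16200000, 15300000 and 22300000 reads for replicates 1, 2 and 3. Within 1%, 35 of 62, 35 of 61 and 258 of 291 genes lay on a whole number of up to 6 reads. The depths are inferred, and the value for replicate 3 rests on the most genes. At these depths 1 FPKM in a transcript of 2 kb stands for 29.1, 27.6 and 40.2 reads, a counting error of 18.5%, 19.0% and 15.8%, and 0.1 FPKM for 2.91, 2.76 and 4.02 reads. Counting errors and intervals cover counting only.

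Values were analysed as log2(FPKM + 1), which understates differences of low genes, over genes with a mean above 1 FPKM, the minimum that the study also applied. No count model was used. Libraries were compared by Pearson's r and Spearman's rho across genes, which are not independent replicates, and by the number of genes over 2-fold apart on this scale. Levels are given as mean ± SD over the 3 libraries. The ratio of INS to another hormone was tested with an exact two-sided sign-flip test over the 3 libraries, which cannot give a p below 0.25.

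Gene lists were of 3 kinds. Hand-written lists held islet hormones, endocrine transcription factors (TFs), islet function genes, progenitor genes, proliferation genes, inhibitors of cyclin-dependent kinases (CDK inhibitors), G1 cyclins and CDKs, miRNA pathway genes, and genes typical of acinar, ductal, stellate, endothelial and immune cells, of the early response to tissue handling and of inflammation. The text of the study gave 7 mRNAs repressed by all 5 miRNAs and 18 TFs among the direct targets. Its supplement gave direct targets of 4 miRNAs, the direct targets and poly-miR-repressed genes lower in islets than in PE, and the highest-scoring cell cycle genes of a network. Of 223 direct target entries, 1 was a calendar date in place of a symbol and was not matched.

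The level of a list is the percentile of its median log2 value among 10000 random lists of the same size from genes above 1 FPKM, and covers only its members above 1 FPKM; the share of members above 1 FPKM is given beside it. The spread is the median SD over the 3 libraries, and the shift of a library is the median difference from the mean of the other 2 libraries, each as a percentile among 10000 random lists matched on mean expression in 20 bins. These percentiles describe these libraries and are not p-values. Values beyond the outer 2.5% on either side are called outside the band, a limit chosen after the tests had been set.

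Tests, lists, alternatives and the rule for naming genes were set before the data were examined, except where the closing section says otherwise. Any gene of the hand-written lists and of the lists in the study's text could be named, with full values for the hormones and for the highest, lowest and middle genes of each other list. Also named are the 10 genes with the highest mean, up to 5 autosomal genes with the largest SD among those at 1 FPKM or more in every library (leaving out HLA, immunoglobulin, T cell receptor and commonly deleted genes), and the 3 highest genes of each supplementary list. A few genes that this rule names are not reported here. An exact 0 can be a failed estimate, so such genes are said to be listed at 0, with each library's value. No detail of any donor was used.

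Alternatives were a pseudocount of 0.1, other minimum means (above 0 or 5, and above 0.5 for the number of genes and the shares of lists only), rescaling to an equal sum per library (TPM, from the deposited FPKM), rescaling by the median ratio to the mean library, rescaling to an equal sum of all but the 10 most abundant genes, and leaving out each replicate. For percentiles, a direction is the side of 50, and a change of side counts as reversed where either value lies outside the band. Means were compared with 1 SD, counts with a factor of 1.5 and shares of lists with their exact 95% binomial interval.

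The procedures were tested on simulated data. Of 10 lists of 20 genes shifted by 1 on the log2 scale in 1 library, over all 23645 loci, 10 were found by shift and 10 by spread. Of 40 unchanged lists, 2 lay outside the band by shift and 0 by spread. All 10 lists of high genes were found by level, which was close to fixed in advance, since they were drawn from the most abundant genes. The shifted and unchanged lists came from genes above 5 FPKM, with noise independent between genes. Shorter lists, lower genes and genes that vary together were not simulated, so these rates need not hold for them. In simulated sets of 150 intronless genes, 30% of them off the whole-read steps, 100% of the depths came out within 2%. Replicates 1 and 2 had fewer genes and more of them off the steps, and in sets of 60 genes with 45% off the steps, 100% of the depths also came out within 2%. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.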

Results

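To profile gene expression in mature human endocrine tissue, poly(A)-selected RNA from 3 libraries of human cadaveric islets was sequenced. The study used these islets as the differentiated end point against which progenitors at the PE stage were set. All 3 libraries belong to 1 group, so the comparisons here are between libraries, between genes and between gene lists within islets. Inferred depth was 16200000 reads in replicate 1, 15300000 in replicate 2 and 22300000 in replicate 3, in rounded numbers. Values above 0 were listed for 17474, 17227 and 19773 loci, respectively. Above 1 FPKM there were 12264, 12266 and 12626 loci, a mean of 12385 ± 208 (SD, n = 3). A mean above 1 FPKM was reached by 12550 of 23645 loci (53.1%), and these were kept as expressed genes. Requiring a mean above 5 FPKM moved this number most, to 8037.

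To determine how closely the libraries resembled each other, log2(FPKM + 1) values were compared across the 12550 genes. Pearson's r across genes was 0.944 between replicates 1 and 2, 0.938 between replicates 1 and 3, and 0.942 between replicates 2 and 3. The lowest r rose most, to 0.969, when all genes with a mean above 0 were included. Spearman's rho was 0.937, 0.928 and 0.928 for the same pairs. The lowest rho was 0.956 with all genes above 0 included, 0.883 among genes above 5 FPKM and 0.934 under TPM. The median gene had an SD of 0.25 on the log2 scale, 86.0% of genes had an SD below 0.5, and 339 genes (2.70%) had an SD above 1. Over 2-fold differences were found for 759 genes between replicates 1 and 2, of which 45.1% were higher in replicate 2. Between replicates 1 and 3, 815 genes differed, 52.8% of them higher in replicate 3. Between replicates 2 and 3, 873 genes differed, 63.8% of them higher in replicate 3. These splits depended on the scaling. After rescaling to TPM, 1314, 3431 and 1628 genes differed, and 72.3%, 93.4% and 88.8% were higher in the second library of each pair.

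The hormone genes dominated the transcriptome. INS (chromosome 11, 2181009 to 2182439, minus strand, 3 exons) had the highest mean, 187178 ± 103115 FPKM (SD, n = 3). It made up 38.7%, 22.8% and 22.2% of the summed FPKM in replicates 1, 2 and 3. GCG (chromosome 2, 162999385 to 163008914, minus strand, 6 exons) followed with 25574 ± 15570 FPKM, then SST (chromosome 3, 187386694 to 187388201, minus strand, 2 exons) with 9911 ± 5548 FPKM. PPY (chromosome 17, 42018172 to 42019833, minus strand, 4 exons) had 3299 ± 2191 FPKM, IAPP (chromosome 12, 21525802 to 21532914, plus strand, 3 exons) 2933 ± 2400 FPKM, and GHRL (chromosome 3, 10327434 to 10334631, minus strand, 6 exons) 35.4 ± 12.02 FPKM (n = 3 for each). Rescaling without the 10 most abundant genes moved the mean of INS most, to 472014. The other genes among the 10 most abundant were TTR (7218 ± 1373 FPKM), REG1A (6680 ± 5961), PRSS1 (4426 ± 5603), GNAS (4057 ± 1253) and FTL (3452 ± 394). Together the 10 genes held 46.7%, 36.4% and 32.8% of the summed FPKM, a mean of 38.6% ± 7.26 (SD, n = 3), and the top 100 genes held 64.6%, 54.1% and 49.4%.

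**Figure D1:**
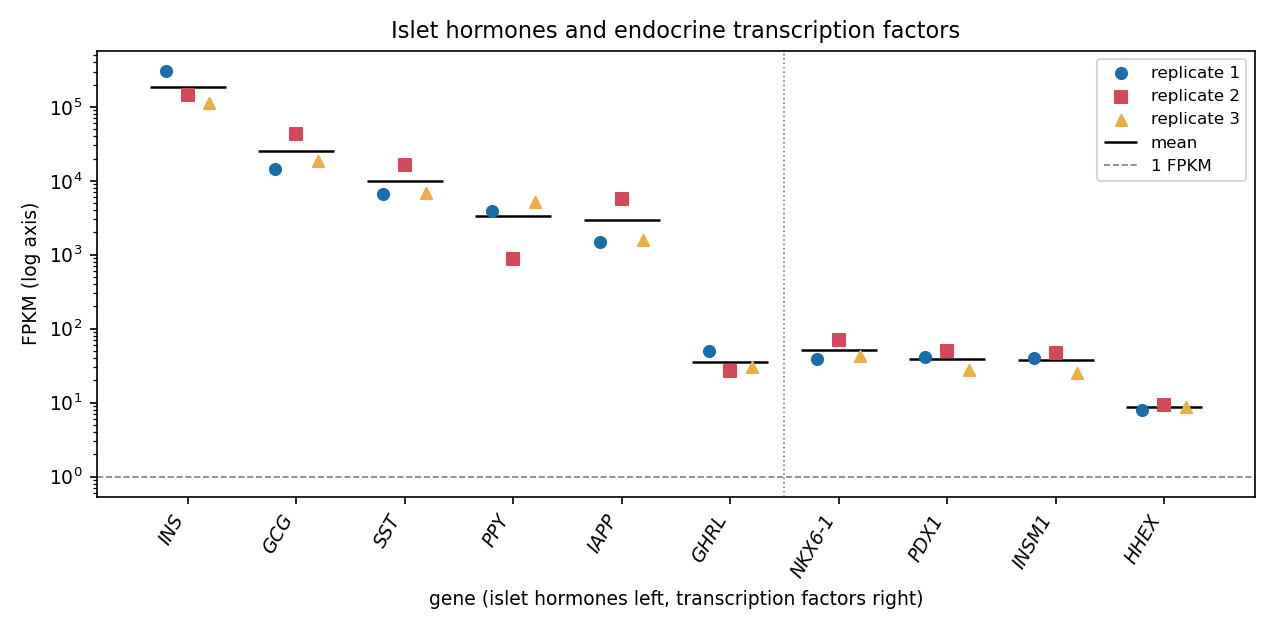
FPKM of 6 islet hormones and 4 of the 12 endocrine TFs on a log axis, with 1 symbol per library, a black bar for the mean of 3 libraries and a dashed line at 1 FPKM. INS lies highest in all 3 libraries, and all 4 TFs shown are highest in replicate 2.

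To ask how the hormones of the 4 labelled cell types compared, ratios were taken within each library. INS exceeded GCG 20.9-fold, 3.34-fold and 5.97-fold in replicates 1, 2 and 3, a mean log2 ratio of 2.90 ± 1.35 (SD, n = 3). INS exceeded SST 46.6-fold, 8.89-fold and 16.3-fold (mean log2 ratio 4.24 ± 1.21). INS exceeded PPY 77.6-fold, 168-fold and 21.9-fold (mean log2 ratio 6.04 ± 1.48). INS was higher in 3 of 3 libraries in each case, and the exact two-sided sign-flip test gave p = 0.25, the smallest value that 3 libraries allow. Leaving out a replicate kept every mean ratio above 0, and moved INS over PPY most, to 6.83 without replicate 3. Without replicate 1, INS over GCG fell to 2.16. The ratio of GCG to SST varied least, with a mean log2 ratio of 1.34 ± 0.16 and fold values of 2.23, 2.66 and 2.72.

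Genes of endocrine identity were next compared with all expressed genes. All 12 endocrine TFs were above 1 FPKM in every library, and their level lay at percentile 99.97 of random lists (a range of 99.2 to 100 over the alternatives run). NKX6-1 had 50.8 ± 17.4 FPKM, PDX1 39.2 ± 10.99, INSM1 37.5 ± 10.9 and HHEX was lowest with 8.62 ± 0.703 (SD, n = 3 for each). Of 17 islet function genes, 16 were above 1 FPKM, with a level percentile of 100. TTR was highest and UCN3 had 96.1 ± 33.3 FPKM, whereas SYT1 had 0.358 ± 0.110 FPKM. The islet hormone list was also at percentile 100. In contrast, 2 of 7 progenitor genes (28.6%) were above 1 FPKM, HES1 with 29.0 ± 15.2 and SOX9 with 6.21 ± 3.18 FPKM. The share was 57.1% with a minimum of 0.5 FPKM, under TPM and without the 10 most abundant genes. HES1 and SOX9 were both lowest in replicate 2 and highest in replicate 3, as was the median ductal gene (75.8, 51.0 and 141 FPKM in replicates 1, 2 and 3). Which cells they came from was not tested, so they are no evidence of progenitor cells in islets. The level of these 2 lay at percentile 66.9, but at 16.9 when genes with a mean above 0 were included, at 7.59 under TPM and at 10.8 without the 10 most abundant genes, so no direction can be given. PTF1A had 0.733 ± 0.955 FPKM. NEUROG3 was listed at 0 in replicates 1 and 2 and at 0.128 FPKM in replicate 3. LIN28B was listed at 0 in the same 2 libraries and at 0.0170 FPKM in replicate 3. In replicate 3, olfactory receptor genes had a mean of 0.0529 FPKM, against 0.00326 and 0.00309 FPKM in replicates 1 and 2.

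As the study concerns exit from the cell cycle, cell cycle genes were examined. Of 38 proliferation genes, 13 (34.2%) had a mean above 1 FPKM, a lower share than the 53.1% of all loci. The median over all 38 genes was 0.247, 0.408 and 0.683 FPKM in replicates 1, 2 and 3. Among the 13 genes above 1 FPKM the level percentile was 8.11, inside the band. It fell outside, to 0.61, when genes with a mean above 0 were included. PCNA was highest with 33.8 ± 4.52 FPKM, followed by CKS1B with 14.1 ± 1.599. Near the middle of the list, CDCA8 had 0.502 ± 0.141 and UBE2C 0.494 ± 0.363 FPKM. PIF1 was lowest, with 0, 0.0531 and 0.0367 FPKM. MKI67 had 0.00557, 0.0352 and 0.165 FPKM. All 7 CDK inhibitors were above 1 FPKM, with a level percentile of 77.8. CDKN1A was highest with 217 ± 39.8 FPKM, CDKN2D had 12.7 ± 3.45 and CDKN2B was lowest with 3.54 ± 1.35. All 5 G1 cyclins and CDKs were above 1 FPKM, at percentile 79.1, from CDK4 with 50.5 ± 7.71 through CCND1 with 14.1 ± 5.53 to CDK6 with 3.37 ± 0.413 FPKM (SD, n = 3 for each).

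The lists of miRNA-regulated genes were then placed in the islet transcriptome. Of 222 direct miRNA targets in the table, 201 (90.5%) were above 1 FPKM. These genes had been expressed in PE cells to be called repressed, so 53.1% of all loci is not a matched background for this share. Their level lay at percentile 18.8, inside the band. It was 1.31 among genes above 5 FPKM and 100 when genes with a mean above 0 were included, so no direction can be given. The 3 highest direct targets were REG1A, CELA3A (1498 ± 2462 FPKM) and SERPINA3 (715 ± 336). CELA3A and CELA3B are near-identical copies, as are PRSS1 and PRSS2, CTRB1 and CTRB2, and REG1A and REG1B, and their values are uncertain. The study counted more TFs among its direct targets than the 18 named in its text, which alone were placed here. Of these 18 direct target TFs, 16 were above 1 FPKM, at percentile 8.99, inside the band (77.6 when genes with a mean above 0 were included). NKX6-1 and THRA (20.8 ± 1.70 FPKM) were highest, and ZC3H10 (4.69 ± 2.25) and ZNF512B (4.58 ± 1.78) lay near the middle. E2F2 was listed at 0, 0.0657 and 0.0542 FPKM and HIF3A at 0, 0.0413 and 0.0958 FPKM in replicates 1, 2 and 3. Of the 7 mRNAs repressed by all 5 miRNAs, 3 were above 1 FPKM, at percentile 7.23, with MRPS25 highest (4.51 ± 0.497 FPKM) and CDC45 in the middle (0.156 ± 0.0494). TMEM114 was listed at 0 in replicates 1 and 2 and at 0.09998 FPKM in replicate 3. ESPL1 was listed at 0, 0.0307 and 0.0843 FPKM. PIF1, also in this list, was lowest.

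The study chose 2 of its lists by their lower expression in islets than in PE, so their low level is not independent evidence. The longer of them, the poly-miR-repressed genes, holds 4 of the 7 mRNAs repressed by all 5 miRNAs, 8 of the 18 direct target TFs and 7 of the 38 proliferation genes. The same limit applies to these lists in part. Of the 7 mRNAs, 3 are also proliferation genes, so these 2 lists are not separate evidence. Of the 37 direct targets lower in islets, 25 (67.6%) were above 1 FPKM, at a level percentile of 0 (12.9 when genes with a mean above 0 were included), and PLEKHB1 (10.8 ± 6.20 FPKM) and PTPRU (5.53 ± 1.05) were among the highest. Of the 388 poly-miR-repressed genes lower in islets, 212 (54.6%) were above 1 FPKM, also at percentile 0. DLK1 (245 ± 15.2 FPKM) and MEA1 (43.5 ± 7.60) were among the highest. Of the 40 network cell cycle genes, 35 (87.5%) were above 1 FPKM. The study took them from genes that the miRNAs changed in PE cells and also used islet data to choose them, so the share of all loci is not a matched background here either, and the level is not independent evidence. Their level lay at percentile 80.5, inside the band, as did that of the proliferation genes. It was 98.7 when genes with a mean above 0 were included, 61.8 under TPM, 58.7 without replicate 2 and 50.7 without replicate 3, so the placement of this list is not firm. The highest genes were DYNLT1 (107 ± 16.3 FPKM), SDCBP (77.8 ± 3.28) and ID2 (75.3 ± 36.7). The network and proliferation lists shared 0 genes. Of 13 miRNA pathway genes, 12 were above 1 FPKM, at percentile 6.94, inside the band (64.6 when genes with a mean above 0 were included), with PRKRA highest (22.8 ± 1.57 FPKM), EIF2C1 in the middle (3.69 ± 0.179) and TNRC6C lowest (0.716 ± 0.224).

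**Figure D2:**
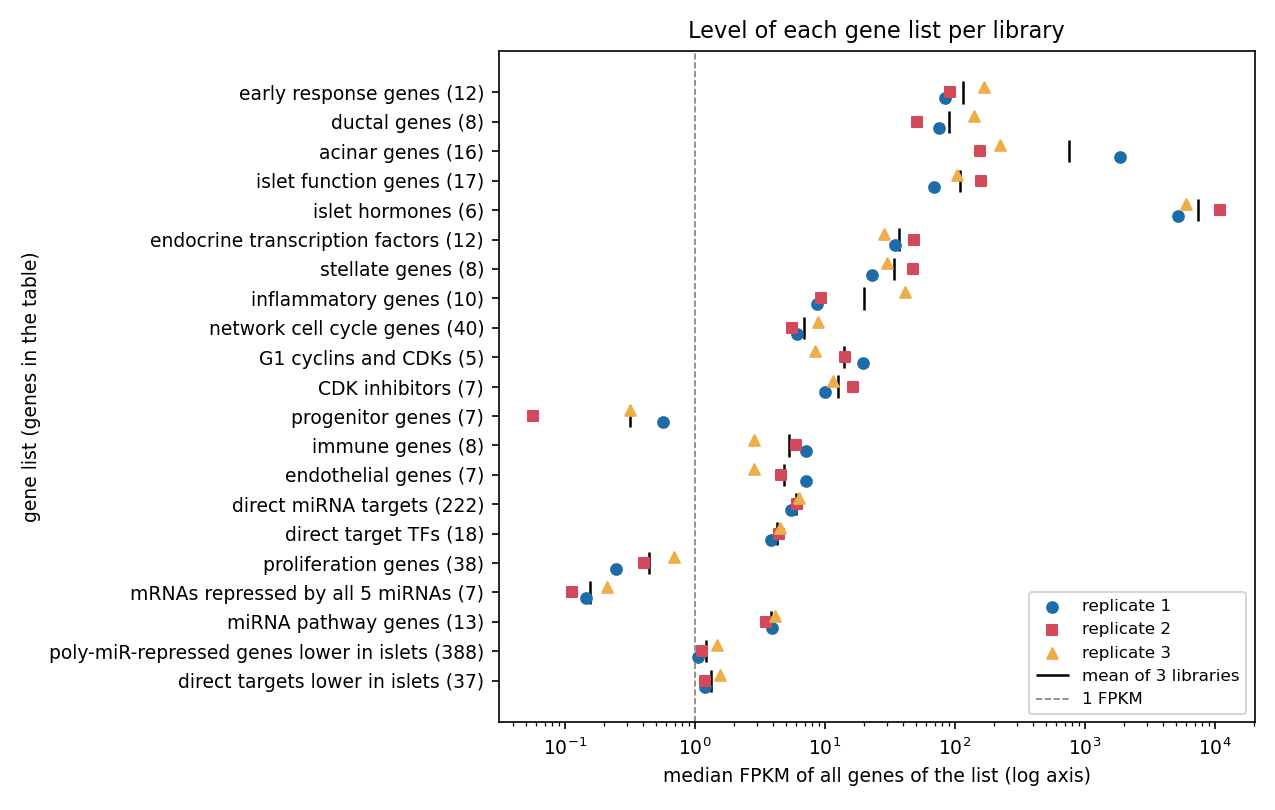
Median FPKM of all genes of each list on a log axis, with 1 symbol per library, a black bar for the mean of 3 libraries and a dashed line at 1 FPKM; the number of genes in the table is in parentheses. Hormones lie highest, and the medians of the progenitor genes, the proliferation genes and the mRNAs repressed by all 5 miRNAs lie below 1 FPKM in all 3 libraries.

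Islet preparations contain other pancreatic cells, so genes typical of such cells were examined for their level and for their spread between libraries. All 16 acinar genes were above 1 FPKM in every library. They had a median SD of 2.12 on the log2 scale, against 0.34 in matched random lists (percentile 100). In replicate 1 the list was shifted by 3.59 (percentile 100), and 16 of 16 genes were highest there. The shift was -2.46 in replicate 2 and -0.94 in replicate 3. The 16 genes held 5.74%, 0.443% and 1.03% of the summed FPKM. PRSS1 was highest, CTRB1 had 896 ± 1004 and CPB1 707 ± 878 FPKM, and AMY2A was lowest (51.7 ± 76.6). The ductal list also spread widely, with a median SD of 0.91 against 0.30 (percentile 100), but 8 of 8 genes were highest in replicate 3, where the shift was 1.43 (percentile 100). Without replicate 3 its spread fell to percentile 97.1. SPP1 had 684 ± 491 FPKM, MMP7 108 ± 19.5, ANXA4 84.4 ± 59.4 and SLC4A4 6.63 ± 5.02.

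Stellate genes were shifted by 0.87 in replicate 2 (percentile 100; spread percentile 100), where 7 of 8 were highest, and ranged from COL1A1 with 83.4 ± 34.0 through COL6A3 with 20.4 ± 8.40 to THY1 with 10.5 ± 7.98 FPKM. Endothelial genes were highest in replicate 1 in 7 of 7 cases, with a shift of 0.94 (percentile 99.99) and a spread at percentile 99.93. The spread fell inside the band after rescaling to TPM (percentile 52.99). PLVAP had 55.5 ± 30.2, KDR 4.97 ± 2.35 and CDH5 2.08 ± 0.995 FPKM. Of 8 immune genes, 6 were above 1 FPKM. The list was shifted by 0.90 in replicate 1 (percentile 100) and had a spread at percentile 99.92, which fell to 91.2 under TPM. CD68 had 51.8 ± 35.9, TYROBP 5.69 ± 3.23, C1QB 5.27 ± 2.98 and PTPRC 0.248 ± 0.157 FPKM. Level percentiles were 100 for acinar and ductal genes, 99.1 for stellate genes, 19.8 for endothelial genes and 33.1 for immune genes. The last 2 lay inside the band, and on the other side of 50 when genes with a mean above 0 were included (70.2 and 75.5). The level of stellate genes fell inside the band among genes above 5 FPKM (percentile 92.9) and without replicate 2 (percentile 97.4).

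Genes of the early response and of inflammation also separated the libraries. Early response genes, at level percentile 100, were shifted by 0.64 in replicate 3 (percentile 100; 9 of 12 genes highest there), with a spread at percentile 99.99 that fell to 83.2 without replicate 1. FOS had 509 ± 306 FPKM, JUN 128 ± 55.7, ATF3 74.7 ± 66.1 and HSPA1A 23.2 ± 14.1. HSPA1A and HSPA1B are near-identical copies, and their values are uncertain. Inflammatory genes lay at level percentile 87.8, at 98.6 when genes with a mean above 0 were included and at 58.3 without replicate 3. They were shifted by 1.48 in replicate 3 (percentile 100), where 9 of 10 genes were highest, with a spread at percentile 100. SOD2 had 136 ± 88.5 FPKM, CXCL2 20.7 ± 23.5, ICAM1 15.3 ± 8.54 and CCL20 2.65 ± 2.36. Endocrine TFs were shifted by 0.66 in replicate 2 (percentile 100; 11 of 12 genes highest there). Their spread lay at percentile 99.84 but at 38.3 without replicate 2, and that of the hormones at 99.84 but at 49.7 without replicate 2, so in both lists replicate 2 decided the spread.

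Outside the band were also the shifts of CDK inhibitors (0.56, percentile 99.61) and islet function genes (0.44, percentile 98.23) in replicate 2, and in replicate 3 those of the 2 progenitor genes above 1 FPKM (1.07, percentile 98.88), network cell cycle genes (0.22, percentile 99.04) and poly-miR-repressed genes lower in islets (0.20, percentile 98.36). The last came to lie inside the band among genes above 5 FPKM (percentile 87.8) and with a pseudocount of 0.1 (percentile 97.3), and that of the progenitor genes when genes with a mean above 0 were included (percentile 91.4). Downward shifts outside the band were found for islet function genes in replicate 1 (-0.47, percentile 0), and in replicate 2 for progenitor genes (-0.96, percentile 1.67), network cell cycle genes (-0.13, percentile 0.78) and poly-miR-repressed genes lower in islets (-0.08, percentile 1.89). Among genes above 5 FPKM those of the progenitor and poly-miR-repressed genes in replicate 2 came to lie inside (percentiles 2.89 and 18.4). Under an alternative, the shift of proliferation genes in replicate 3 passed outside the band (percentile 98.2 with genes above 0 included). So did that of inflammatory genes in replicate 1 (percentile 0.21 among genes above 5 FPKM). Of the lists described above, ductal, early response and inflammatory genes were also low in replicate 2 (-1.01, -0.19 and -1.33), stellate genes, early response genes and endocrine TFs in replicate 1 (-0.76, -0.57 and -0.30), and endothelial and immune genes in replicate 3 (-0.95 and -0.88), all outside the band. Spreads of the remaining lists lay inside the band as analysed, some of them close to its limit. Their percentiles were 96.5 for islet function genes, 96.0 for progenitor genes, 95.1 for CDK inhibitors, 36.1 for G1 cyclins and CDKs, 8.65 for proliferation genes, 25.8 for direct target TFs, 18.0 for direct miRNA targets, 16.96 for mRNAs repressed by all 5 miRNAs, 33.3 for miRNA pathway genes, 16.2 for direct targets lower in islets, 21.6 for poly-miR-repressed genes lower in islets and 27.9 for network cell cycle genes. No direction is given for spreads inside the band, several of which came to lie on the other side of 50 under an alternative. The spread of islet function genes depended on the setting. It lay outside the band with a pseudocount of 0.1 (99.3), with genes above 0 included (98.9), under TPM (99.97), median ratio (99.1) and rescaling without the 10 most abundant genes (99.8), and without replicate 3 (99.97), but at 93.8 among genes above 5 FPKM and at 27.99 without replicate 1. That of progenitor genes lay outside with genes above 0 included (99.98), under TPM (99.01), without the 10 most abundant genes (99.00) and without replicate 1 (98.2). Single alternatives moved CDK inhibitors to 97.8 (pseudocount of 0.1) and miRNA pathway genes to 1.38 (genes above 5 FPKM), and direct targets lower in islets moved to 2.14 with genes above 0 included and to 0.85 without replicate 1. Among 11144 autosomal genes at 1 FPKM or more in every library that could be named, the largest SDs on the log2 scale belonged to CELA3A (5.33), TFF1 (2.81), GP2 (2.75), CLPS (2.63) and AMY2A (2.58).

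**Figure D3:**
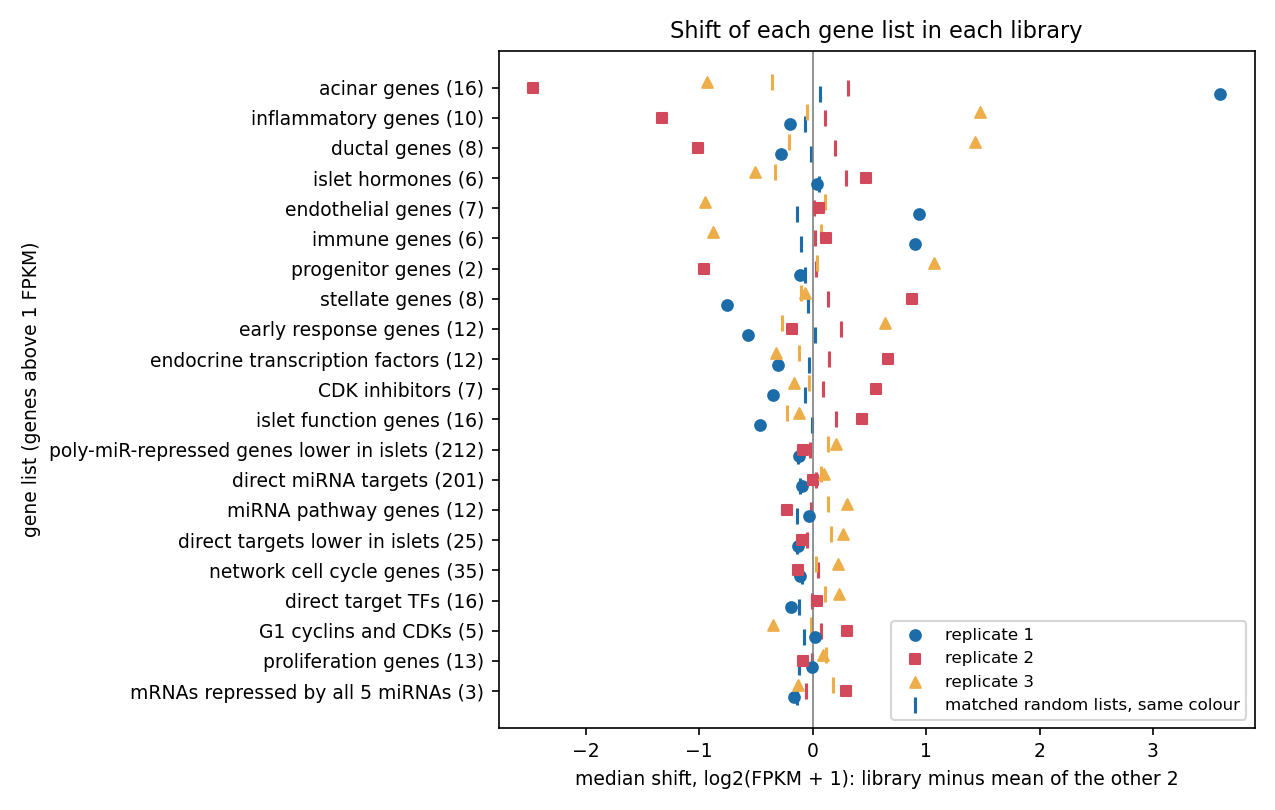
Median shift of each list in each library on the log2(FPKM + 1) scale, taken as the library minus the mean of the other 2 libraries, over genes above 1 FPKM (number in parentheses); symbols are the libraries and vertical ticks of the same colour are the medians of matched random lists. Acinar genes reach 3.59 in replicate 1, and ductal and inflammatory genes reach 1.43 and 1.48 in replicate 3.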

Values the study reported

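The study reported that the construct expressing 4 miRNAs together lowered 2,463 transcripts in PE cells, of which 388 were also lower in islets than in PE. It reported 223 putative direct target mRNAs, or 9.1% of the repressed genes, among them 21 TFs, with 35 of the 223 also found by HITS-CLIP. Its network held 1,307 genes, from which the 40 highest-scoring cell cycle genes were shown.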

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

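In total 89 results were computed under up to 11 alternatives, giving 684 values. Of these, 607 kept any called direction and their side of the band, or stayed within the limits set for means, counts and shares of lists. That number holds 25 percentiles of level or spread that lay inside the band and came to lie inside it on the other side of 50, so these have no firm direction. The limits for shares are wide in short lists: a share of progenitor genes of 57.1%, against 28.6% as analysed, lies within them. All alternatives were set before the data were examined. No paired analysis was possible because there is 1 group. The 7 mRNAs repressed by all 5 miRNAs gave no level, spread or shift above 5 FPKM, since 0 of them remained.

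The shift of acinar, endothelial and immune genes in replicate 1, of stellate genes and endocrine TFs in replicate 2, and of ductal, early response and inflammatory genes in replicate 3 kept its direction and stayed outside the band under the pseudocount of 0.1, minimum means above 0 and above 5, and all 3 rescalings. Rescaling moved whole libraries: under TPM the median gene was shifted by -0.52, 0.02 and 0.49 in replicates 1, 2 and 3, and without the 10 most abundant genes by -0.27, -0.06 and 0.33, against -0.10, 0.04 and 0.05 as deposited. Matched lists carry the same shift.

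With a pseudocount of 0.1, the lowest Pearson r was 0.912, and 1164, 1373 and 1394 genes were over 2-fold apart between replicates 1 and 2, 1 and 3, and 2 and 3, since low genes count more. Under TPM these numbers were 1314, 3431 and 1628, and the spread percentile was 52.99 for endothelial and 91.2 for immune genes; the cause of these spreads was not tested. Without the 10 most abundant genes the numbers over 2-fold apart were 1240, 2176 and 1801, of which 51.1%, 81.7% and 84.7% were higher in the second library, the mean of INS was 472014, the level of proliferation genes was at percentile 0.68, and 52.6% of proliferation and 97.5% of network cell cycle genes were above the minimum, since this rescaling raises every value. Rescaling by the median ratio changed none of these counts by 1.5 times, but the share higher in the second library was 35.4%, 40.8% and 63.4%.

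With all genes above 0, the lowest r was 0.969, and level percentiles were 0.61 for proliferation genes, 100 for direct miRNA targets (reversed) and 98.7 for network cell cycle genes, because low genes enter both the lists and the random draws. Above 5 FPKM, fewer genes remain: 8037 genes, a lowest r of 0.914, 492, 477 and 564 genes over 2-fold apart, a level percentile of 1.31 for direct miRNA targets, a spread percentile of 96.8 for endothelial genes, and 13.2% of proliferation genes, 38.9% of direct target TFs, 56.3% of direct miRNA targets and 62.5% of network cell cycle genes above the minimum. Above 0.5 FPKM, 97.5% of network cell cycle genes passed.

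Leaving out 1 replicate at a time gave spread percentiles of 38.3 to 99.9 for endocrine TFs and 49.7 to 99.98 for hormones, lowest without replicate 2, of 97.1 to 100 for ductal genes, lowest without replicate 3, and of 83.2 to 100 for early response genes, lowest without replicate 1. With 2 libraries a spread rests on 1 difference.

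Among the lowest Spearman's rho, single genes and the remaining lists, 42 values changed. Apart from the hormones without replicate 2, 23 moved, 15 passed outside the band and 3 came back inside it. Depth limits the low genes: at 0.1 FPKM a 2 kb transcript has 2.76 to 4.02 reads.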

Other observations

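Tests of a second acinar list, of a factor common to all genes, of depth for olfactory receptor genes, of length for ribosomal protein genes, and of thinning for the number of loci above 1 FPKM were chosen after the result was seen. The other tests of olfactory receptor and ribosomal protein genes, and of length for ductal and inflammatory genes, address results seen in replicate 3. They are not counted as set in advance. As there is 1 group, no biological explanation was tested.

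Replicate 3 had the most loci above 1 FPKM and the greatest inferred depth. Among the 19707 loci with an annotated length, 10874, 10819 and 11145 were above 1 FPKM in replicates 1, 2 and 3. The check set in advance asked only whether the library with more loci also had the smaller value per read, and by that check depth stayed possible, at 22300000 reads against 16200000 and 15300000. After the reads of replicate 3 were thinned to the depth of replicate 2, 11149 loci (11115 to 11173 over 100 draws) were above 1 FPKM, so depth does not account for the larger number.

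INS alone made up 38.7% of the summed FPKM in replicate 1 and 22.2% in replicate 3. Rescaling without the 10 most abundant genes raised the number of genes over 2-fold apart in all 3 pairs, by at least 1.63 times. This decides nothing about abundant genes, since the rescaling moved whole libraries apart, with median shifts of -0.27, -0.06 and 0.33 against -0.10, 0.04 and 0.05 as deposited. A factor common to all genes of a library, such as a dominant gene would set, is removed by the median ratio. The numbers were then 771, 825 and 868, against 759, 815 and 873 as deposited (lowest ratio 0.994), which argues against such a factor as the cause.

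Acinar and ductal genes were both lowest in replicate 2 (shifts -2.46 and -1.01, percentile 0 for each) but were highest in different libraries, 16 of 16 acinar genes in replicate 1 and 8 of 8 ductal genes in replicate 3. In replicate 1 the ductal list was shifted by -0.28 (percentile 3.80), inside the band. The ductal excess in replicate 3 lowers this shift, so carry-over of acinar and ductal cells together cannot be told apart from separate differences; the median ductal gene had 75.8, 51.0 and 141 FPKM in replicates 1, 2 and 3. Carry-over of acinar cells alone may explain the excess in replicate 1: a second list of 19 acinar genes, which shares none with the first, was shifted there by 2.36 (percentile 100), with 14 of its 18 genes above 1 FPKM highest there. REG1B had 5524, 831 and 2304 FPKM and SPINK1 3249, 768 and 1366 FPKM in replicates 1, 2 and 3. Of 5 acinar TFs, however, 3 were above 1 FPKM, and 0 of these 3 were highest in replicate 1 (shift 0.14, percentile 88.6). The other 2, below the minimum, were highest in replicate 1: PTF1A had 1.83, 0.0569 and 0.317 FPKM, and RBPJL 0.674, 0.0569 and 0.157 FPKM. These TFs are few and low, so this explanation stays open. Direct miRNA targets hold 3 of the 16 acinar genes.

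Replicate 3 had the lowest mean Pearson r with the other libraries, 0.940 against 0.941 and 0.943, a small margin. If an early response after tissue handling set it apart, that list would shift most there. Early response genes were shifted by 0.64, less than inflammatory genes (1.48), ductal genes (1.43) and the 2 progenitor genes (1.07). The prediction was therefore not met by the list as a whole. Of its 12 genes, 9 were highest in replicate 3, but DNAJB1, HSPA1A and HSPA1B were highest in replicate 1, which lowers the median. A response to handling in part of the list stays open. Longer genes were higher in replicate 3 (Spearman correlation of length and shift across 11078 genes 0.16, against -0.10 and -0.08 in replicates 1 and 2). Random lists matched on length and expression shifted by -0.19 for the ductal list and by 0.0016 for the inflammatory list, and both lists lay above these (percentile 100 for each, over 8 of 8 and 9 of 10 genes with a length), which argues against gene length as the cause. Ductal cells, inflammation before lysis and differences between donors remain open and were not tested.

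Olfactory receptor genes, which serve the nose, were above 0 in 9, 9 and 201 of 372 cases in replicates 1, 2 and 3 (2.42%, 2.42% and 54.03%, exact 95% interval 48.8% to 59.2% in replicate 3). Their mean was 0.00326, 0.00309 and 0.0529 FPKM. Depth does not account for this. After thinning replicate 3 to the depth of replicates 1 and 2, 82.7 and 80.1 of 182 intronless olfactory receptor genes would stay above 0, against 4 and 1 observed. Whether a minimum number of reads was applied in replicates 1 and 2 stays open. There 16 and 20 of 604 intronless genes lay within 5% of 1 read, against 95 in replicate 3. The size of 1 read came from the inferred depth, however, which was itself chosen partly by the number of genes at that step. Low-level reads spread over the genome, for example from residual DNA, are a candidate explanation. In 6 other families with tissue-restricted roles (keratin-associated proteins, bitter taste receptors, beta-defensins, trace amine receptors, vomeronasal receptors and late cornified envelope genes), 8.38%, 5.59% and 48.6% of 179 genes were above 0 (exact 95% interval 41.1% to 56.2% in replicate 3). The share was not alike in every family: of 37 beta-defensins, 1, 1 and 6 were above 0 in replicates 1, 2 and 3. No number expected from gene length was computed for these families, so this difference does not decide whether the reads were evenly spread. Evenly spread reads would put 114 of the 182 genes above 0, and 99 were, with a variance of 1.47 times the mean, so the spread was not fully even. Whether the source is DNA was not tested. NEUROG3, MKI67, TMEM114, ESPL1 and HIF3A all had their highest value in replicate 3, whereas the equally low E2F2 and PIF1 had theirs in replicate 2. Whether these low values come from the same reads was not tested.

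Ribosomal protein genes were lower in replicate 3. All 72 autosomal genes of this class above 1 FPKM were below the mean of the other 2 libraries there, with a median shift of -0.64, and their median stayed below 0 and below that of all genes under each rescaling (by -0.64 to -0.69). Random lists matched on length and expression shifted by -0.36, so abundant genes in general were lower in replicate 3, but the ribosomal protein genes lay below these lists (percentile 0), which argues against length as the whole cause. Genes with more annotated pseudogenes, from 1 to 133 per gene, were not lower (Spearman correlation across genes -0.0021). Only 4 of the 72 genes had at most 2 pseudogenes, and their number does not measure how alike the copies are. Reads shared with pseudogenes are therefore not excluded. No further cause was tested.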
